# Exposure to Copper Compromises the Maturational Competency of Porcine Oocytes by Impairing Mitochondrial Function

**DOI:** 10.3389/fcell.2021.678665

**Published:** 2021-06-04

**Authors:** Jingyue Chen, Zhaokang Cui, Yawei Qiu, Xingxing Zhang, Fang Chen, Huili Wang, Bo Xiong, Yilong Miao, Qian Gao

**Keywords:** Cu, ROS, oocyte quality, cytoskeleton, mitochondrial function

## Abstract

Copper (Cu) is an essential trace element for animals, and also an important nutritional component for the normal physiology and metabolism of animal reproductive systems. An excess or lack of Cu will directly or indirectly affect animal reproductive activities. However, the effect of Cu, in particular excessive Cu, on the reproductive performance of sows has not been studied. Here, we report that excessive Cu had negative effects on oocyte maturation and organelle functions. We showed that Cu exposure perturbed porcine oocyte meiotic maturation and impaired spindle/chromosome structure, resulting in a defective spindle assembly, as well as the abnormal distribution of actin dynamics and cortical granules. In addition, single-cell transcriptome analysis identified the target effectors of Cu actions in porcine oocytes, further demonstrating that Cu exposure affects the mitochondrial distribution and function, leading to the high levels of reactive oxygen species, DNA damage, and early apoptosis of porcine oocytes. These findings demonstrate that Cu exposure causes abnormalities in the mitochondrial distribution and function, resulting in the increased oxidative stress and levels of reactive oxygen species, DNA damage, and apoptosis, ultimately leading to a decreased porcine oocyte quality.

## Introduction

Copper (Cu) is an essential trace element that plays an important role in a normal growth, development, metabolism, and reproduction. However, excessive Cu content may cause adverse effects within organisms (Yin et al., 2018). Excessive heavy metal levels pose a serious problem for animal feed safety in China. Enrichment of heavy metals in soil of forage crops or the addition of heavy metals may lead to excessive levels in animal feed (Hejna et al., 2018). The unsuitable use of Cu, a heavy metal, has adversely affected livestock production and, more importantly, excessive addition of dietary Cu to livestock has led to serious environmental problems via its excretion in feces (Sutton and Richert, 2004). Cu pollution in the environment could lead to Cu poisoning in animals, and sheep are very sensitive to Cu. Cu poisoning in sheep can cause renal degeneration, hemolysis, and central nervous system diseases (Dewes, 1996; Grace, 2006). What is more, Cu pollution of environmental contaminants may influence a behavioral problem in children, and child Cu exposure was associated with higher internalizing symptoms (Maitre et al., 2021).

Pigs are non-ruminants and generally do not suffer from Cu deficiency. It is rarely necessary to add additional Cu to the diet of pigs to maintain the minimum Cu requirements (Hill and Shannon, 2019). In 1948, researchers found that pigs that licked Cu pipes grew rapidly, and it was proposed that Cu at pharmacological concentrations of 125–250 ppm could promote the growth of pigs. The concentration of Cu added to the diets of weaned piglets was often higher than the demand of normal animals for Cu. Cu added to a diet at 242 ppm was considered the maximum dose to stimulate the growth of pigs (Cromwell et al., 1989), and 500 ppm was toxic (Suttle and Mills, 1966). Many other studies have shown that a diet high in Cu can improve the growth performance of weaned piglets, as well as increase the final body weight and hot carcass weight of pigs (Wang et al., 2016; Coble et al., 2017, 2018). Although feeds with a high Cu content can stimulate the growth of microorganisms and lipase secretion in pigs, promote more eating, accelerate growth, and improve feed utilization (Hill et al., 2000; Hasman et al., 2006; Debski, 2016), heavy metals absorbed by livestock in large doses can cause severe gastrointestinal symptoms and damage to the liver, kidneys, and central nervous system (Wilkinson et al., 2003).

There are not many studies on the actions of Cu in domestic animal reproduction, with most focusing on the *in vitro* culture of bovine oocytes and ovine sperm development (Picco et al., 2012; Rosa et al., 2016). The effect of Cu, in particular excessive Cu, on the reproductive performance of boars and sows has not been studied. In this paper, we performed a systematic study into the effects of Cu pollution on the quality and reproductive performance of sow oocytes, and identified potential molecular markers to evaluate oocyte quality and targets of heavy metal pollution, and develop strategies and solutions to improve the reproductive health and breeding technology of pigs. This study used the single-cell transcriptome analysis to explore the mechanism of Cu actions on porcine oocyte quality. The current findings expand our understanding on the effect of environmental pollutants on female gamete development.

## Materials and Methods

### Antibodies

Mouse monoclonal α-tubulin-FITC (fluorescein isothiocyanate), phalloidin-TRITC (actin), lens culinaris agglu-tinin (LCA)-FITC, and PI (Propidium Iodide) were obtained from Sigma-Aldrich (St Louis, MO, United States). Alexa Fluor 488 goat anti-rabbit and 594 goat anti-mouse antibodies were from Invitrogen (Carlsbad, CA, United States). Rabbit polyclonal human γH2AX antibodies were obtained from Cell Signaling Technology (Danvers, MA, United States).

### Collection of Porcine Oocytes

Porcine ovaries were taken from a local slaughterhouse and transported to the laboratory within two hours of slaughter in saline containing streptomycin sulfate and penicillin G. Cumulus-oocyte complexes (COCs) were aspirated from the follicles with a disposable syringe. COCs with dense cumulus cells were selected for the subsequent *in vitro* maturation (IVM). TCM-199 was used as the maturation medium (Thermo Fisher Scientific, United States; Cat# 11150059) and the medium was supplemented with 10% porcine follicular fluid, 10 ng/mL of EGF, 5 μg/mL of insulin, 0.2 mM pyruvate, 25 μg/mL of kanamycin, 0.6 mM cysteine, and 10 IU/mL of each hCG and eCG. Twenty germinal vesicle (GV) COCs were placed in a drop of 100 μL maturation medium as mentioned above, covered with mineral oil, and cultured at 38.5°C, 5% CO_2_ for 26–28 h to metaphase I stage, and for 42–44 h to metaphase II stage.

### Cu Treatment

Copper sulfate standard solution(Macklin;Cat# 7758-98-7)was added to the maturation medium until it reached a volume of 500 μg/mL, which was further diluted to the working concentration of 15, 25, 50, or 100 μg/mL, respectively, with maturation medium. We thus chose 25 μg/ml for our subsequent study because this concentration not only has adverse effects on the oocyte maturation but also allowed us to collect matured oocytes for other experiments.

### Fluorescence Staining and Confocal Microscopy

Denuded oocytes (DOs) were treated with the fixation solution (4% paraformaldehyde in PBS) for 30 min. Then, these DOs were incubated in the permeabilization solution (1% Triton X-100 in PBS) for one hour, and after incubating in the blocking solution (1% BSA-supplemented PBS) at room temperature (RT) for one hour, they were incubation with lens culinaris agglu-tinin (LCA)-FITC, α-tubulin-FITC antibody (1:200), γ-H2AX antibody (1:100), or phalloidin-TRITC (1:100) at 4°C for overnight. These oocytes were washed in the PBST, and incubated with the corresponding secondary antibodies for one hour. Next, they were counterstained with propidium iodide (PI) or Hoechst 33342 (10 μg/ml) at RT for 10 min. In addition, the oocytes were stained for 30 min at 38.5°C in the MitoTracker Red CMXRos (500 nM) for mitochondrion staining, in the MitoProbe JC-1 (2 μM) for mitochondrial membrane potential assessment, and in the dichlorofluorescein diacetate (DCFHDA, 10 μM) for ROS staining, and with Annexin-V-FITC (1:10; Beyotime, Huangzhou, China) for apoptosis assessment. Lastly, oocytes were mounted on the glass slides and imaged under a confocal microscope (LSM 700 META, Zeiss, Germany).

### RNA Extraction and Quantitative Real-Time PCR

Fifty oocytes were collected and the total RNA was extracted using the RNeasy Mini Kit (Qiagen, United States), which was then reversed to the cDNA using PrimeScript RT Master Mix (Takara, Japan). Real-time quantitative PCR was performed using the SYBR Green PCR Master Mix (ThermoFisher Scientific). All data were normalized by GAPDH, and the comparative CT method was used to quantify the fold changes. The list of primers used was as follows (Miao et al., 2021):

*Atp5pf* (F: TCAGTCTGCGGTCTCGG/R: CTCAGGGCCAG CATCAA);

*Ndufb3* (F: TGGAAGATAGAAGGGACA/R: GCAAAGCCA CCAGAGTA);

*Ndufab1* (F: CCGTGTCCTTTACGTCTTG/R: TGGGCAC ATTAACTTCTCC);

*Ndufa13* (F: GATGAAGTGGAACCGTGAG/R: TCCGCAG CCCATAGAGC);

*GSR* (F: ACAGTGGGACTCACAGAAGA/R: AGGTAGG ATGAATGGCAAC);

*GPX1* (F: CCAAGTTTATCACCTGGTCTCC/R: AGGCACT GCTAGGCTCCTG);

*GPX4* (F: TGTGGTTTACGGATTCTGG/R: CCTTGGGC TGGACTTTCA);

*SOD1* (F: GGTCCTCACTTCAATCCTG/R: CTTCATT TCCACCTCTGC);

*SOD2* (F: TATCCGTCGGCGTCCAAG/R: GCGGCGTAT CGCTCAGTT); and

*GAPDH* (F: TGGGCTACACTGAGGACC/R: TACCAGGA AATGAGCTTGA).

### Single-Cell RNA Library Construction and Transcriptome Sequencing

Transcriptome analysis of mature oocytes was performed with the single cell RNA-Seq protocol. In short, three sets of samples (three oocytes per sample) were collected for each group and placed in the lysis buffer. The single cell collection solution contains the RNase inhibitors and cell lysis components. The nucleic acid sequence was used for reverse transcription with oligo dT to form the 1st cDNA. The 1st cDNA was amplified by PCR, nucleic acid was enriched, and the library was constructed after purification of the amplified products, including DNA fragmentation, terminal repair, adding “A” and joint, PCR amplification, and library quality control. The constructed library was sequenced on the Illumina platform. The sequencing strategy was PE150. The raw down sequence (Raw Reads) obtained by Hiseq sequencing were completed by a process of removing the low-quality sequence and connector pollution. Then, high-quality sequences (clean reads) were obtained, and all subsequent analysis was based on the clean reads (Miao et al., 2020). The sequencing data was filtered with SOAPnuke (v1.5.2) (Li et al., 2008) by (1) Removing reads containing sequencing adapter; (2) Removing reads whose low-quality base ratio (base quality less than or equal to 5) is more than 20%; and (3) Removing reads whose unknown base (“N” base) ratio is more than 5%. Afterward, the clean reads were obtained and stored in the FASTQ format. The clean reads were mapped to the reference genome using HISAT2 (v2.0.4) (Kim et al., 2015). Bowtie2 (v2.2.5) was applied to align the clean reads to the reference coding gene set. Then, the expression level of gene was calculated by RSEM (v1.2.12) (Li and Dewey, 2011). The heatmap was drawn by pheatmap (v1.0.8) according to the gene expression in different samples. Essentially, differential expression analysis was performed using the DESeq2(v1.4.5) (Love et al., 2014) with a Q value ≤ 0.05. To take insight to the change of phenotype, GO^1^ and KEGG^2^ enrichment analysis of annotated different expressed gene was performed by Phyper^3^ based on the Hypergeometric test. The significant levels of terms and pathways were corrected by Q value with a rigorous threshold (Q value ≤ 0.05) by Bonferroni.

### *In vitro* Fertilization (IVF)

The spermatozoa were suspended in the fertilization medium at a concentration of 1 × 10^6^ cells/ml and incubated at 38.5°C for one hour to capacitate. A total of 50 μL sperm sample was added to the fertilization droplets containing 30–35 matured oocytes, given to a final sperm with a concentration of 0.25 × 10^6^ cells/ml, and then incubated for 6 h. After fertilization, oocytes were washed for three times and cultured with 500 μL of porcine zygote medium in four-well dishes at 38.5°C with 5% CO_2_. Cleavage formation was evaluated on Day 2 after IVF and fertilization was determined to be successful.

### Parthenogenetic Activation

After being cultured for 44–48 h, oocytes were denuded of cumulus cells by pipetting in D-PBS containing 0.1% hyaluronidase, and those with intact first polar bodies were selected for electrical activation in a medium composed of 0.3 M mannitol, 0.05 mM CaCl_2_, 0.1 mM MgSO_4_, and 0.1% bovine serum albumin (BSA). Activation was induced with a twice DC pulse of 1.2 kV/cm for 40 μs. Oocytes were then incubated in PZM-3 medium with 5 μg/mL CB for three hours at 38.5°C under 5% CO_2_ in humidified air.

### Embryo Culture

Embryos were washed in D-PBS after treatment with CB, and then, according to the experimental design, embryos were cultured in PZM-3 at 38.5°C under 5% CO_2_ in humidified air. Cleavage rates and blastocyst rates were evaluated under a stereomicroscope at 2 and 6 days after activation or IVF, respectively.

### Statistical Analysis

At least three independently duplicated data were designated as mean percentages (mean ± SEM). Paired-samples *t*-test was performed for the differences between the two groups using the GraphPad Prism 6 statistical software. *P* < 0.05 was accepted to be significant.

## Results

### Different Doses of Cu Perturb the Porcine Oocyte Meiotic Maturation and Impair the Spindle/Chromosome Structure

To confirm whether Cu exposure has effects on the porcine oocyte maturation, we chose different doses of Cu (including 15, 25, 50, and 100 μg/mL) which were added to the maturation medium during the *in vitro* maturation (IVM). As shown in Figures 1A,B, after culturing for 44 h *in vitro*, we found that most of the cumulus cells surrounding COCs in the control group were fully expanded, but those in the Cu-exposed group were not expanded or only partially expanded, and the frequency of the first polar body extrusion in the control group was higher than that in the Cu-exposed group (Figure 1A). Quantitative data displayed that the proportion of PBE was reduced in a dose-dependent manner after Cu exposure compared with the controls (68.8 ± 1.1%, *n* = 110, control vs. 57.3 ± 2.0%, *n* = 101, 15 μg/mL Cu, *P* = 0.133 vs. 37.9 ± 1.7%, *n* = 109, 25 μg/mL Cu, *P* < 0.0001 vs. 29.8 ± 1.6%, *n* = 119, 50 μg/mL Cu, *P* < 0.0001 vs. 5.1 ± 1.5%, *n* = 111, 100 μg/mL Cu, *P* < 0.0001; Figure 1B). We treated porcine COCs in the medium containing 25 μg/ml Cu for one hour, and then washed them out to observe the subsequent development in the fresh medium. The results showed that a short-term exposure to copper *in vitro* would not affect oocyte maturation (62.9 ± 1.6%, *n* = 99, control, vs. 58.3 ± 1.1%, *n* = 41, Cu, *P* = 0.18; Supplementary Figures 1A,B). We chose the concentration of 25 μg/mL Cu for further studies because a certain percentage of oocytes could be matured for the following studies at this concentration.

**FIGURE 1:**
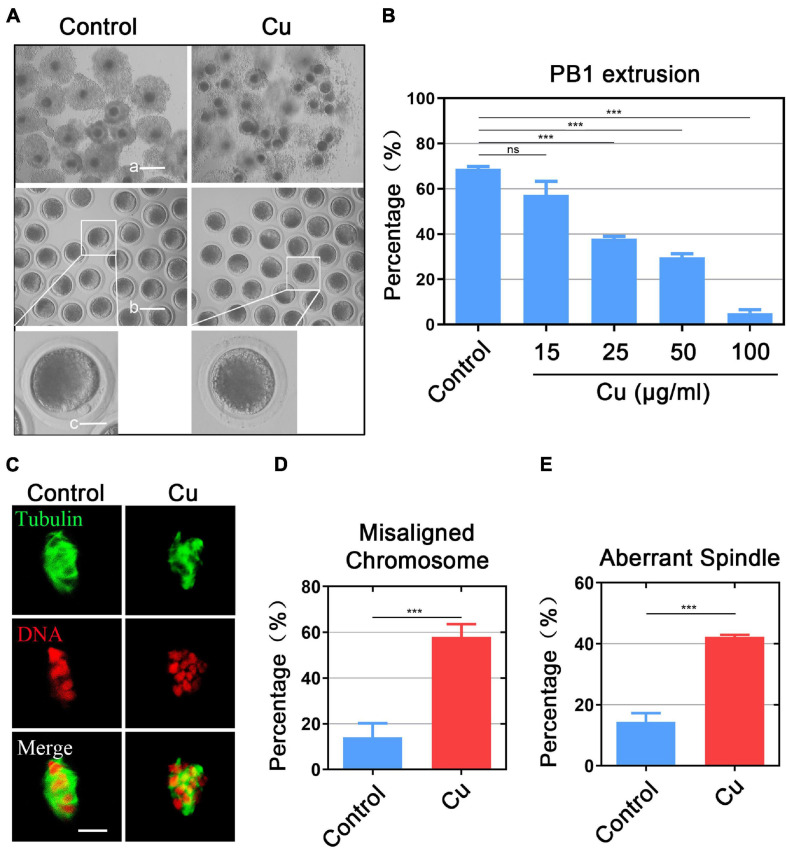
Different doses of Cu perturb the porcine oocyte meiotic maturation and impair the spindle/chromosome structure. **(A)** Representative images of oocyte meiotic progression in the control and Cu-exposed oocytes. Cumulus cell expansion of COCs and polar body extrusion of DOs (denuded oocytes) were imaged by the confocal microscope. Scale bar, 250 μm (a); 150 μm (b); 50 μm (c). **(B)** The rate of PBE was recorded in the control group and in different concentrations of the Cu-exposed groups (15, 25, 50, and 100 μg/mL) after culture for 44 h *in vitro*. **(C)** The spindles of oocytes were visualized by immunostaining with anti–α-tubulin-FITC antibody, and the chromosomes were visualized by counterstaining with propidium iodide (PI). Scale bar, 5 mm. **(D)** The rate of aberrant spindles was recorded in the control and Cu-exposed oocytes. **(E)** The rate of misaligned chromosomes was recorded in the control and Cu-exposed groups. Data in **(B,D,E)** were presented as the mean percentage of at least three independent experiments (mean ± SEM). *P < 0.05, **P < 0.01, ***P < 0.001, ns: no significance.

It is considered that the arrest of meiosis in oocytes is usually associated with the damage to cytoskeleton structures (Zhang et al., 2014, 2018), we examined the spindle structure and chromosome alignment in the Cu-exposed oocytes by staining. The results showed that a standard barrel-shape spindle structure and a well-aligned chromosome on the equatorial plate was exhibited in the control group (Figure 1C), while the Cu-exposed oocytes exhibited a higher frequency of aberrant spindle morphologies with misaligned chromosomes (misaligned chromosome: 14.0 ± 1.6%, *n* = 37 control, *P* < 0.001 vs. 58.1 ± 2.2%, *n* = 39, Cu; disorganized spindle: 14.3 ± 2.9%, *n* = 47, control, *P* < 0.001 vs. 42.3 ± 2.6%, *n* = 49, Cu; Figures 1D,E).

### Effects of Cu Exposure on the Distribution of Actin and Cortical Granules Dynamics in Porcine Oocytes

Actin assembly plays a key role in asymmetric spindle positioning and cortical polarization during the meiotic maturation of oocytes (Azoury et al., 2008; Pfender et al., 2011; Duan and Sun, 2019). In order to detect whether Cu exposure affects the actin dynamics of oocytes, phalloidin-TRITC was used to stain the F-actin to observe the polymerization of actin filaments. As shown in Figure 2A, in the control oocytes, actin filaments were uniformly concentrated on the plasma membrane with strong signals. However, in the Cu-exposed group, the assembly of actin filaments was impaired and the oocytes exhibited weak signals. The quantitative detection of relative fluorescence intensity on the oocyte’s membrane showed that the actin signals were drastically reduced in the Cu-exposed oocytes (50.9 ± 1.8, *n* = 39, control, *P* < 0.001 vs. 16.4 ± 1.2, *n* = 41, Cu; Figure 2B). In addition, the fluorescence plot analysis confirmed the results above by quantified along the lines drawn through the oocytes (Figure 2C).

**FIGURE 2:**
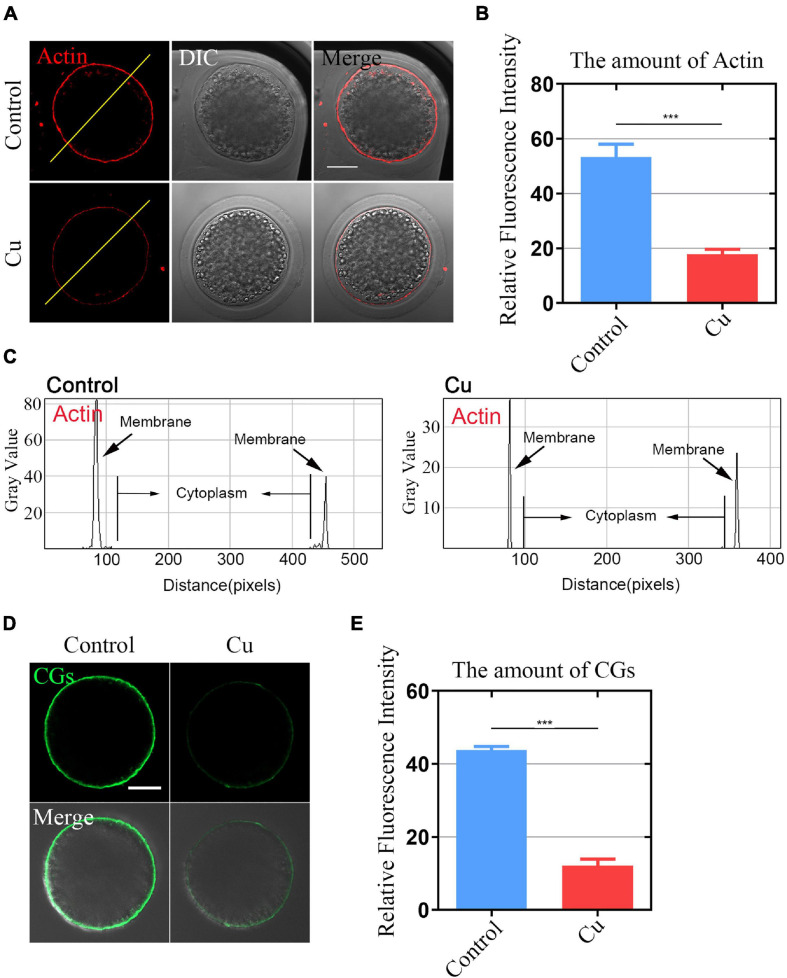
Effects of Cu exposure on the distribution of actin and cortical granules dynamics in porcine oocytes. **(A)** Representative images of actin filaments in the control and Cu-exposed oocytes. Scale bar, 30 mm. **(B)** The fluorescence intensity of actin signals was measured in the control and Cu-exposed oocytes. **(C)** Right graphs showed fluorescence intensity profiling of phalloidin in oocytes. Lines were drawn through the oocytes, and pixel intensities were quantified along the lines. **(D)** Representative images of cortical granule localization in the control and Cu-exposed oocytes. Scale bar, 20 mm. **(E)** The fluorescence intensity of cortical granules was measured in the control groups and the Cu-exposed oocytes. Data of **(B,E)** were presented as the mean percentage of at least three independent experiments (mean ± SEM). ***P < 0.001.

The distribution of cortical granules (CGs) is one of the key indexes of oocytes cytoplasmic maturation (Ducibella et al., 1988). As shown in Figure 2D, in the Cu-exposed group, the signals of CGs exhibited a significant decrease. The quantitative detection of relative fluorescence intensity also confirmed that there was a markedly decline in the Cu-exposed oocytes compared to the controls (42.1 ± 2.3, *n* = 29, control, *P* < 0.001 vs. 10.2 ± 1.9, *n* = 31, Cu; Figure 2E).

### Effects of Cu on the Fertilization Ability and Early Embryo Development of Porcine Oocytes

Decreased porcine oocytes quality caused by Cu exposure can affect the fertilization ability and embryonic development. We further carried out an *in vitro* fertilization to confirm it. The result was as expected (Figure 3A). The number of two-cell embryos in the Cu-exposed group was significantly decreased compared to the control group (72.5 ± 1.6%, *n* = 40, control vs. 47.4 ± 2.0%, *n* = 38, Cu, *P* < 0.0001; Figure 3B). The blastocyst rate after IVF in the Cu-exposed group was significantly decreased compared to the control group (26.5 ± 1.5%, *n* = 81, control vs. 6.3 ± 2.1%, *n* = 88, Cu, *P* < 0.0001; Figures 3C,D). Parthenogenetic activation experiment proved that a high concentration of copper did not affect the parthenogenetic activation rate of oocytes (93.0 ± 2.6%, *n* = 180, control vs. 86.3 ± 2.7%, *n* = 211, Cu, *P* < 0.005; Figures 3E,F). However, it had a significant effect on the embryonic development (Figure 3G). The blastocyst rate after parthenogenetic activation in the Cu-exposed group was significantly decreased compared to the control group (56.7 ± 2.1%, *n* = 101, control vs. 23.7 ± 2.9%, *n* = 117, Cu, *P* < 0.0001; Figure 3H). The results of the parthenogenetic activation experiments by means of electrical activation showed that a high concentration of copper did not affect the parthenogenetic activation rate of oocytes. However, a high concentration of copper affected the fertilization ability and blastocyst rate after the parthenogenetic activation or IVF of porcine oocytes.

**FIGURE 3:**
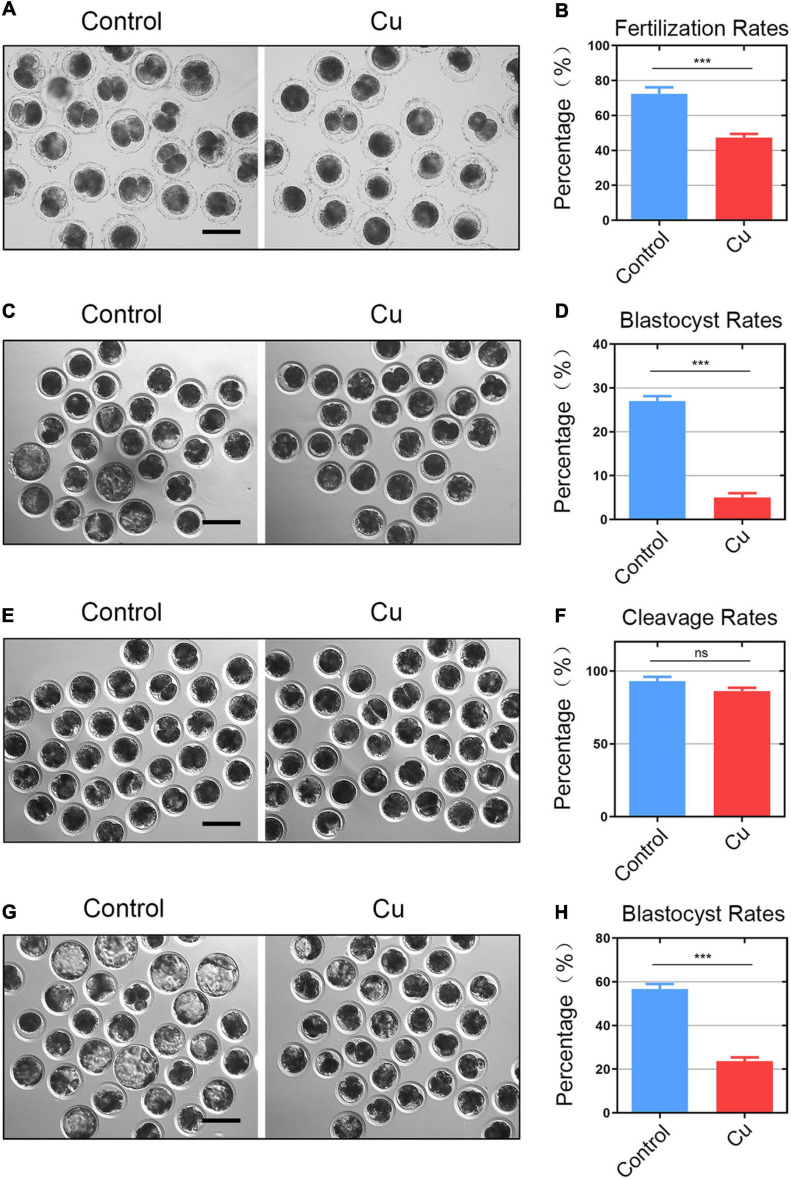
Effects of Cu on the fertilization ability and early embryo development of porcine oocytes. **(A)** Representative images of the fertilized eggs in the control and Cu-exposed groups. Scale bar, 120 μm **(B)** *In vitro* fertilization rate was recorded in the control groups and the Cu-exposed oocytes. **(C)** Representative images of the blastocyst rate in the control and Cu-exposed groups after IVF. Scale bar, 100 μm **(D)** blastocyst rate was recorded in the control groups and the Cu-exposed oocytes after IVF. **(E)** Representative images of the parthenogenetic activation rate in the control and Cu-exposed groups. Scale bar, 100 μm. **(F)** Parthenogenetic activation rate was recorded in the control groups and the Cu-exposed oocytes. **(G)** Representative images of the blastocyst rate in the control and Cu-exposed groups after parthenogenetic activation. Scale bar, 100 μm **(H)** blastocyst rate was recorded in the control groups and the Cu-exposed oocytes after parthenogenetic activation. Data of **(B,D,F,H)** were presented as the mean percentage of at least three independent experiments (mean ± SEM). ns: no significance; ***P < 0.001.

### Transcriptome Analysis Identifies the Target Effectors of Cu in Porcine Oocytes

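RNA was sequenced from mature porcine oocytes, cultured in vitro for 44 h either without added Cu (Control) or with 25 μg/mL Cu, as sets of 3 oocytes per library. The paper gives this culture time and dose for its experiments in general. The transcripts of so few cells were first amplified by Smart-seq2, a method that copies whole polyadenylated transcripts from very small samples. The methods describe 3 sets per group, and per-library values of 4 libraries were analysed here, namely Control replicates 1 and 2 and Cu replicates 1 and 3. The authors filtered the reads, mapped them to the genome with HISAT2 and to the coding gene set with Bowtie2, and calculated the expression of each gene with RSEM. The values deposited by the authors are FPKM, fragments scaled to transcript length and to the total number of fragments, rounded to 2 decimals, for 16050 genes that are all of type mRNA. FPKM does not keep the number of reads, so the depth of each library is unknown. The FPKM values summed to 653322 and 616082 in Control 1 and 2, and to 660983 and 672681 in Cu 1 and 3. The number of genes at 1 FPKM or more was 7923 and 8162 in the Control libraries, 9364 in Cu 1 and 8122 in Cu 3. In every library the gene with the largest value was LOC100621706, singled out after its values were seen, with between 9.85% of all FPKM in Cu 1 and 16.3% in Control 1. Beside the libraries, the table gives the authors' mean FPKM of each group. For all 16050 genes in either group, 3 times that mean minus the 2 libraries was a whole number of hundredths and never below 0, as for a mean over 3 libraries, so those means are used here only as the authors' means. Fold changes were computed on log2(FPKM + 1) for the 8541 genes at 1 FPKM or more in at least 2 libraries, and tested with limma's moderated test with a variance trend and Benjamini-Hochberg adjustment. A count-based test such as the paper's was not used, because FPKM are not counts. The added 1 makes the fold changes of weakly expressed genes smaller, and without the filter 15559 genes enter the test.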

In order to further investigate the underlying mechanisms of the effects of Cu supplementation on the porcine oocytes, the single-cell transcriptome analysis was performed to identify the target effector of Cu. Heatmap and volcano plot data showed that the transcriptome profile of the Cu-exposed oocytes was different from that of the control oocytes, exhibiting that 44 differentially expressed genes (DEGs) were upregulated and 13 DEGs were downregulated in the Cu-exposed oocytes (Figures 4A,B). 

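No gene had an adjusted p of 0.05 or less among the 8541 genes tested in the 4 libraries, and the smallest adjusted p in limma's test was 0.631. At an unadjusted p of 0.05 or less there were 599 genes. With a log2 fold change of at least 1.5 in addition, the limits drawn in Fig. 4B, 150 genes were higher and 10 genes were lower in the libraries labelled Cu. Apart from a lower fold change limit, the pseudocount moved the numbers most, and with 0.1 added to FPKM in place of 1, 246 genes were higher and 24 lower. Quantile normalization, upper-quartile and median-of-ratios scaling, chosen after seeing the data, gave 109, 105 and 110 higher genes and 20 lower genes each. Of the 160 genes of the main fit, these kept 113, 112 and 112. Dividing the libraries into pairs in the other ways gave fewer genes past the same limits, 64 for Control 1 and Cu 1 against Control 2 and Cu 3, and 38 for Control 1 and Cu 3 against Control 2 and Cu 1, compared with 160 for the actual groups. With 2 libraries against 2, an exact two-sided permutation test cannot give a p below 0.333. Both Cu libraries lay above both Control libraries in 2168 genes and below them in 1145 genes, together 38.8% of the tested genes, where chance alone gives 33.3%. Across genes, which are not independent replicates, Pearson's correlation of log2(FPKM + 1) was 0.976 between the Control libraries and 0.923 between the Cu libraries. Cu 3 had correlations of 0.959 and 0.965 with Control 1 and 2, above its correlation with Cu 1. Cu 1 had correlations of 0.921 and 0.918 with Control 1 and 2. The distance between the Cu libraries was thus larger than the distance of Cu 3 from either Control library. The genes with the smallest p in each direction among those past both limits with the libraries separated were UQCRB, SIAH1 and TMSB10 on the higher side, and CAVIN4, CYP3A46 and GZMA (identifier 100233183) on the lower side. UQCRB, a subunit of respiratory complex III (identifier 100157621), had 86.2 and 158 FPKM in Control 1 and 2 and 878 and 698 FPKM in Cu 1 and 3, a log2 fold change of 2.74 (standard error 0.36, adjusted p = 0.631 in limma's test). CAVIN4 (identifier 100620754) had 13.5 and 14.2 FPKM in Control 1 and 2 and 2.5 and 2.08 FPKM in Cu 1 and 3, a log2 fold change of -2.18 (standard error 0.35) at the same adjusted p. The log2 fold changes of SIAH1 and TMSB10 were 2.43 and 2.02, and those of CYP3A46 and GZMA were -2.09 and -1.73. Log2 ratios of the authors' means, with 1 added, were smaller in size for all of these genes. They were 1.66 for UQCRB, 1.95 for SIAH1, 0.77 for TMSB10, -1.17 for CAVIN4, -0.85 for CYP3A46 and -0.55 for GZMA (identifier 100233183). Those means are over 3 libraries, so the separation seen here may not hold in every set of oocytes. CYP3A46 and GZMA have close paralogs, and a second row of GZMA (identifier 100526762), looked up after its values were seen, had a log2 fold change of 0.21, so reads could have been divided between copies.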

Four randomly selected genes in the downregulated group were verified using Log2(Fold-change) analysis and quantitative real-time PCR. As shown in Figures 4C,D, the expression of four genes (*Atp5pf*, *Ndufb3*, *Ndufab1*, *Ndufa13*) were significantly downregulated in the Cu-exposed oocytes compared to the controls.

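In the RNA-seq libraries, FPKM of these genes were higher in the libraries labelled Cu than in those labelled Control. ATP5PF, a subunit of the mitochondrial ATP synthase (identifier 100622245), had 119 and 86.0 FPKM in Control 1 and 2 and 309 and 771 FPKM in Cu 1 and 3, a log2 fold change of 2.26 (standard error 0.48). NDUFB3 (identifier 100525083) had 0.95 and 9.64 FPKM in Control 1 and 2 and 143 and 29.5 FPKM in Cu 1 and 3, a log2 fold change of 3.86 (standard error 1.01). NDUFAB1 (identifier 100312976), which is also the mitochondrial acyl carrier protein, had 5.46 and 5.59 FPKM in Control 1 and 2 and 312 and 33.9 FPKM in Cu 1 and 3, a log2 fold change of 4.00 (standard error 0.96). NDUFA13 (identifier 100622110) had 3.37 and 5.15 FPKM in Control 1 and 2 and 74.5 and 7.10 FPKM in Cu 1 and 3, a log2 fold change of 2.25 (standard error 1.00). NDUFB3, NDUFAB1 and NDUFA13 encode subunits of respiratory complex I. In all 4 genes both Cu libraries were above both Control libraries, and for NDUFB3, NDUFAB1 and NDUFA13 Cu 1 was far above Cu 3. Over all 8541 genes the adjusted p in limma's test was 0.631 for ATP5PF, NDUFB3 and NDUFAB1 and 0.708 for NDUFA13. Adjusted only over the 13 genes that the paper names, it was 0.027 for ATP5PF and NDUFAB1, 0.028 for NDUFB3 and 0.12 for NDUFA13. With each library left out in turn, the log2 fold change stayed between 1.60 and 2.92 for ATP5PF, 2.64 and 5.08 for NDUFB3, 2.42 and 5.59 for NDUFAB1, and 0.64 and 3.86 for NDUFA13. The authors' mean FPKM of the groups labelled Control and Cu were 116 and 469 for ATP5PF, 8.80 and 91.8 for NDUFB3, 6.88 and 129 for NDUFAB1, and 4.17 and 32.1 for NDUFA13. The quantitative real-time PCR was not analysed here.

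**Figure D1:**
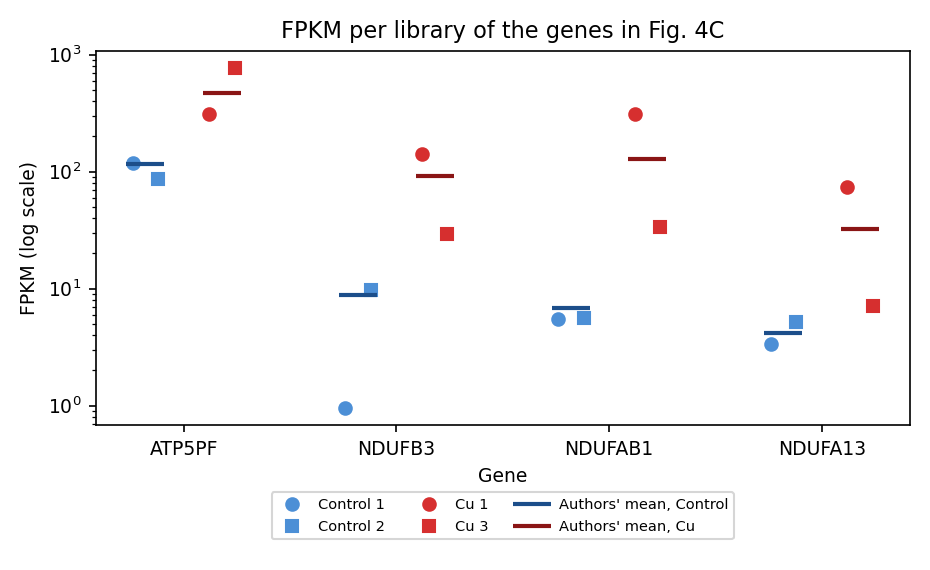
FPKM of the genes of Fig. 4C on a log axis, for each of the 2 libraries labelled Control and the 2 labelled Cu, with horizontal bars for the authors' mean of each group. Both libraries labelled Cu lie above both labelled Control for each gene, with the closest values in NDUFA13 at 5.15 FPKM in Control 2 and 7.10 FPKM in Cu 3.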

**FIGURE 4:**
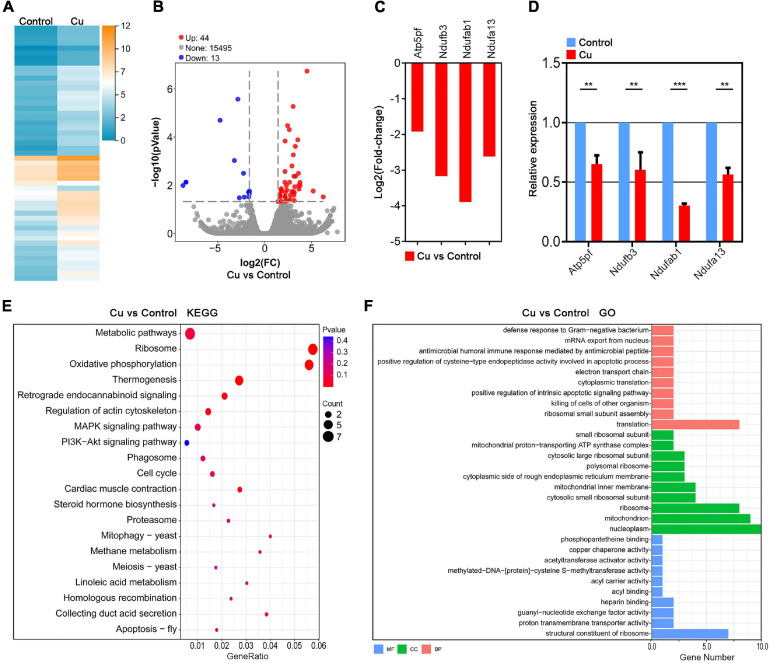
Transcriptome analysis identifies target effectors of Cu in porcine oocytes. **(A)** Heatmap illustration showing the gene expression of the control and Cu-exposed groups. **(B)** Volcano plot showing the differentially expressed genes (DEGs; upregulated, red; downregulated, blue) in the control compared with Cu-exposed oocytes. **(C)** RNA-seq results of the selected genes in the Cu-exposed oocytes compared with the control ones (red). **(D)** Validation of the RNA-seq data by quantitative RT-PCR in the control oocytes (blue) and the Cu-exposed oocytes (red). Data were presented as the mean percentage of at least three independent experiments (mean ± SEM). **P < 0.01, ***P < 0.001. **(E)** KEGG enrichment analysis of DEGs in the Cu-exposed oocytes compared with the control ones. **(F)** GO enrichment analysis of DEGs in the Cu-exposed oocytes compared with the control ones. Orange represents biological process; blue represents molecular function; and green represents cellular component.

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of DEGs revealed the abnormal expression of genes enriched in the oxidative phosphorylation pathway and regulation of actin cytoskeleton pathway in the Cu-exposed oocytes compared with the control groups (Figure 4E). In addition, Gene Ontology (GO) analysis showed that DEGs were associated with the mitochondrial function including the mitochondrial proton-transporting ATP synthase complex, mitochondrial inner membrane, and mitochondrion (Figure 4F). 

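No gene passed an adjusted p of 0.05, so enrichment was computed for the 160 genes past an unadjusted p of 0.05 and a log2 fold change of 1.5 in either direction, against the 8541 tested genes. Gene lists were written by hand from gene symbols, since the pathway database was not used here. The list of oxidative phosphorylation subunits had 60 tested genes, of which 15 were among the 160, an odds ratio of 19.1 (one-sided Fisher's exact test, p = 5.7e-13 after Benjamini-Hochberg adjustment over 7 lists). All 15 were higher in the libraries labelled Cu. The list for the actin cytoskeleton had 92 tested genes, of which 1 was among the 160, an odds ratio of 0.57 (one-sided Fisher's exact test, p = 0.826 before adjustment). Ribosomal proteins, for which Fig. 4E also shows a term, had 25 of 76 tested genes among the 160, an odds ratio of 30.2 (adjusted p = 2.3e-24 in the same exact test). These tests treat genes as independent, which members of a pathway are not. Independently of any threshold, the median log2 fold change was 1.06 for oxidative phosphorylation, with 58 of 60 genes higher in the libraries labelled Cu, and 1.38 for ribosomal proteins, with 76 of 76 higher. It was 0.17 for the actin cytoskeleton list, with 56 of 92 genes higher, while the median of all tested genes was 0.16. The competitive test camera of limma, with a fixed inter-gene correlation of 0.01, gave an adjusted p of 4.0e-15 for oxidative phosphorylation, 4.0e-25 for ribosomal proteins and 0.366 for the actin cytoskeleton. With the inter-gene correlation estimated from the 4 libraries, the adjusted p was 0.399 for oxidative phosphorylation and for ribosomal proteins, so neither list passed 0.05. In simulated lists of 60 genes whose members shared an effect of the library (SD 0.5), the fixed correlation called 75 of 100 lists without a shift and 97 of 100 with a log2 shift of 1, and the estimated correlation called 5 and 26 of 100. The actin cytoskeleton median changed its sign to -0.086 after quantile normalization and to -0.12 without Cu 1, and the oxidative phosphorylation median was 0.86 after quantile normalization. Adjusted over the members of the list alone, 1 of 60 oxidative phosphorylation genes, 28 of 76 ribosomal protein genes and 0 of 92 actin cytoskeleton genes had an adjusted p of 0.05 or less in limma's test, and 0 did so over all tested genes. Ribosomal protein genes have many processed copies in mammalian genomes, and reads could have been shared with them. A list of 72 short mRNAs of other processes, chosen after the results were seen, had a median of 0.60. For 55 long mRNAs it was -0.017. A difference in the recovery of short transcripts between libraries is thus a candidate explanation for at least part of both rises.

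**Figure D2:**
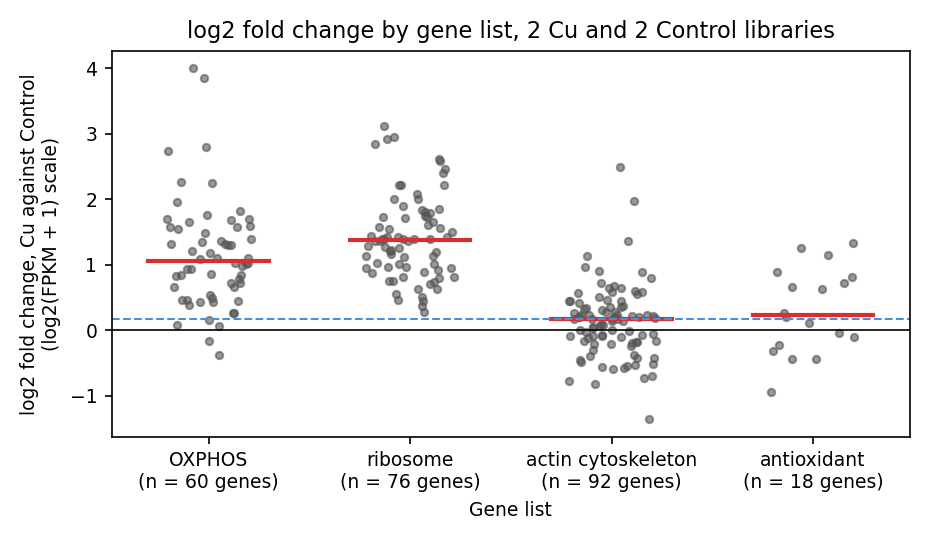
log2 fold change of each tested gene, Cu against Control, by gene list on the log2(FPKM + 1) scale. Each point is a gene, red bars are list medians, the solid line is 0 and the dashed blue line is the median of all tested genes at 0.16, and the actin cytoskeleton median of 0.17 lies next to that line and falls to -0.086 after quantile normalization and to -0.12 without Cu 1.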

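Among the tested genes there were 16 genes of the mitochondrial ATP synthase, with a median log2 fold change of 0.92 between the libraries labelled Cu and Control. Of these, 15 were higher in the libraries labelled Cu, and 10 had both Cu libraries above both Control libraries. An unadjusted p of 0.05 together with a log2 fold change of 1.5 was passed by 4, all of them upward. By the authors' means, ATP5MD, ATP5MC3, ATP5PB, ATP5F1C and ATP5F1B were lower in Cu, and the rest of the 16 were higher. ATP5MD and ATP5MC3, both separated upward in the libraries, had authors' means of 669 and 458 for Control and 647 and 388 for Cu. The 32 tested genes of complex I had a median of 1.14, with 32 higher and 8 past the same limits of p and fold change. The medians were 1.42 for 6 genes of complex IV and 1.79 for 2 genes of complex III. Complex II had 4 tested genes with a median of 0.17, which turned to -0.082 when Cu 1 was left out. Transcript lengths were not compared between the complexes, so the recovery of short transcripts could contribute to the differences between these medians. Without Cu 1 the median was 0.51 for the ATP synthase, 0.81 for complex I, 1.64 for complex III and 0.82 for complex IV. Without Cu 3 these medians were 1.43, 1.38, 1.95 and 2.07. None of the 13 mitochondrially encoded protein genes is listed with values, so the changes concern nuclear genes. Adjusted over the members of each complex alone, the genes with an adjusted p of 0.05 or less in limma's test were 6 of 6 for complex IV, 1 of 2 for complex III, 2 of 16 for the ATP synthase, 0 of 32 for complex I and 0 of 4 for complex II. Over all tested genes, 0 genes of any complex did so, and adjustment over so few genes is lenient. The gene of complex III was UQCRB, which had the smallest p of all tested genes. Complexes III and IV lack subunits whose symbols were not matched, such as UQCRC1 and COX4I1.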

In summary, the Cu-exposed oocytes that exhibited an abnormality are highly related to oxidative stress and mitochondrial function, which prompts us to focus on mitochondrial function and oxidative stress as the target effectors of copper in porcine oocytes.

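A hand-written list of antioxidant genes had 18 tested members with a median log2 fold change of 0.23 between the libraries labelled Cu and Control. Of these, 11 were higher and 7 lower, 5 had both Cu libraries above both Control libraries and 3 had both below. In the camera test the adjusted p over 7 lists was 0.719. None of the 18 genes passed an unadjusted p of 0.05 together with a log2 fold change of 1.5, and the list median was 0.065 above that of all tested genes, or 0.076 above it after quantile normalization. The paper states that the abnormality of the Cu-exposed oocytes is related to oxidative stress and mitochondrial function, and on that ground takes up these subjects next.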

### Effects of Cu Exposure on the Distribution and Function of Mitochondria in Porcine Oocytes

The distribution of mitochondria is another key index of the cytoplasmic maturation of oocytes (Sun et al., 2001). In the porcine oocytes in the control group, most of mitochondria accumulated around lipid droplets in the subcortical region, but the Cu-exposed oocytes mitochondria lost its specific localization (Figure 5A). The quantitative detection of relative fluorescence intensity showed that the mitochondria signals were drastically reduced in the Cu-exposed oocytes compared to the controls (45.5 ± 2.0, *n* = 29, control vs. 16.9 ± 2.2, *n* = 28, Cu, *P* < 0.0001; Figure 5B). In addition, the mitochondria membrane potential (ΔΨm) was detected by JC-1 staining. High membrane potential mitochondria showed a red fluorescence, while low membrane potential mitochondria showed a green fluorescence (Figure 5C). The quantitative detection of the relative fluorescence intensity showed that the ratio of red and green fluorescence was significantly lower in the Cu-exposed oocytes than that in the controls (1.64 ± 1.2, *n* = 26, control vs. 0.45 ± 1.3, *n* = 21, Cu, *P* < 0.0001; Figure 5D). Altogether, this part of the results further verified the conclusion of the single cell transcriptome data analysis: a high concentration of copper treatment caused damage to the distribution and function of mitochondria in oocytes.

**FIGURE 5:**
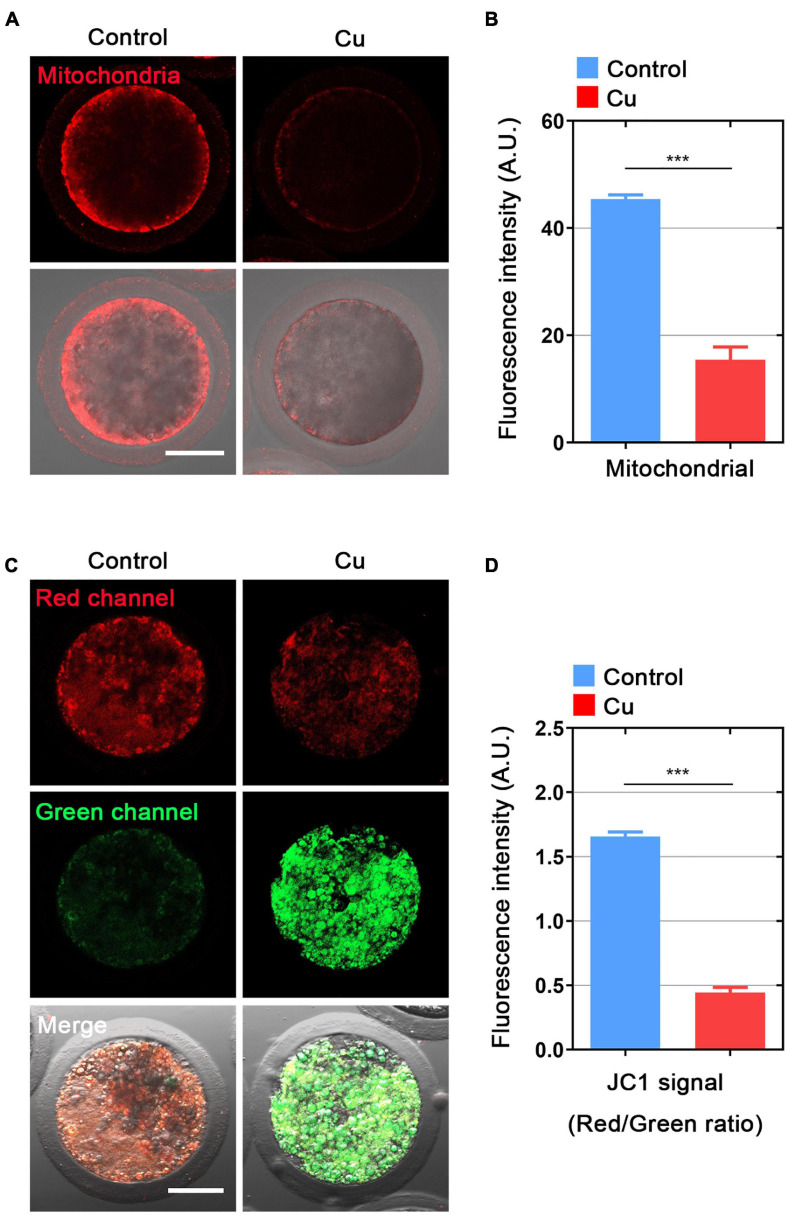
Effects of Cu exposure on the distribution and function of mitochondria in porcine oocytes. **(A)** Representative images of mitochondria in the control and Cu-exposed oocytes. Scale bar, 50 μm. **(B)** The immunofluorescence intensity of mitochondrion signals was recorded in the control and Cu-exposed oocytes. **(C)** Mitochondrial membrane potential (ΔΨm) was detected by JC-1 in the control and Cu-exposed oocytes (Green, low ΔΨm; Red, high ΔΨm). **(D)** The ratio of red and green fluorescence intensity was recorded in the control and Cu-exposed oocytes. Data of **(B)** and **(D)** were expressed as the mean percentage of at least three independent experiments (mean ± SEM). ***P < 0.001.

### Effects of Cu Exposure on the ROS Level, DNA Damage, and Early Apoptosis in Porcine Oocytes

Mitochondrial dysfunction is known to cause ROS production and oxidative stress; therefore, we used dichlorofluorescein (DCFH) staining to compare the ROS levels in porcine oocytes from the control and the Cu-exposed groups (Figure 6A). The results showed that the fluorescence intensity of ROS signal in the Cu-exposed oocytes was significantly stronger than that of the control group (9.8 ± 1.8, *n* = 25, control vs. 26.4 ± 1.9, *n* = 25, Cu, *P* < 0.0001; Figure 6B). In addition, several genes involved in the antioxidant pathways were verified using quantitative real-time PCR. As shown in Figure 6C, the expression of five genes (*GSR*, *SOD1*, *SOD2*, *GPX1*, *GPX4*) was significantly downregulated in the Cu-exposed oocytes compared to the controls.

**FIGURE 6:**
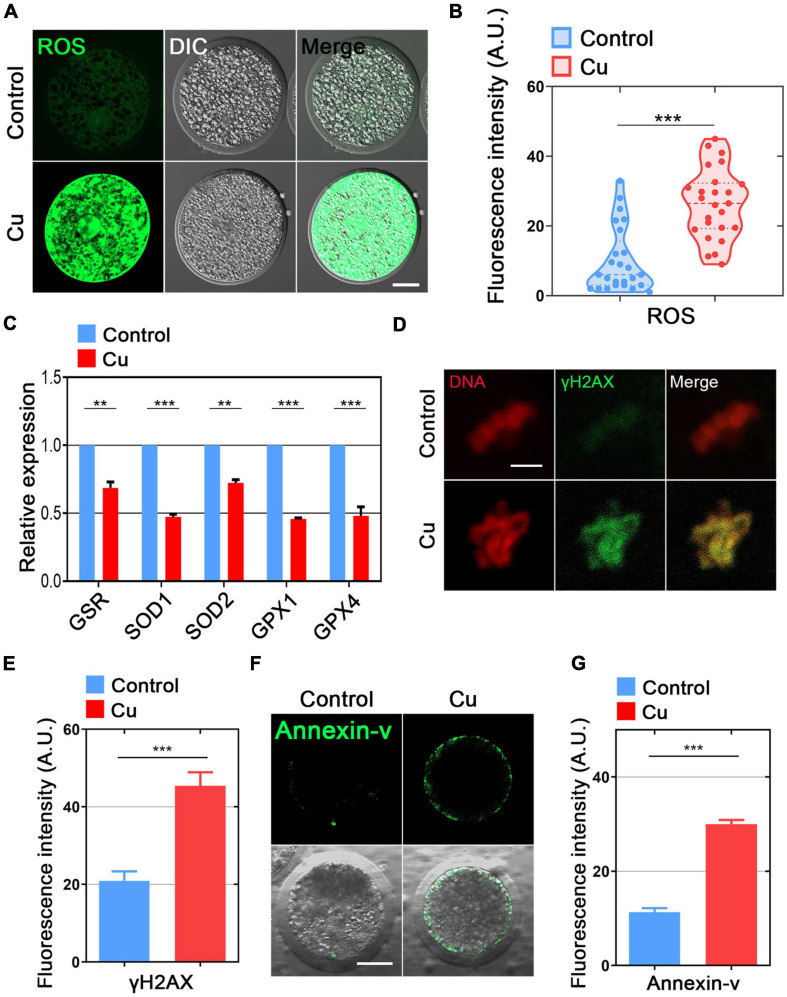
Effects of Cu exposure on the ROS level, DNA damage, and early apoptosis in porcine oocytes. **(A)** Representative images of ROS signals in the control and Cu-exposed oocytes. Scale bar, 30 μm. **(B)** The fluorescence intensity of ROS was quantified in the control and Cu-exposed oocytes. **(C)** The expression of genes related to the anti-oxidation pathway was examined in the control and Cu-exposed oocytes. **(D)** The representative images of DNA damagm. **(B)** The fluorescence intensity of ROS was quantified in the control and Cu-exposed oocytes. **(C)** The expression of genes related to the anti-oxidation pathway was examined in the control and Cu-exposed oocytes. **(D)** The representative images of DNA damage in the control and Cu-exposed oocytes. Scale bar, 5 μm. **(E)** The fluorescence intensity of γH2A.X signals was quantified in the control and Cu-exposed oocytes. **(F)** The representative images of apoptotic oocytes were shown in the control and Cu-exposed oocytes. Scale bar, 30 in the control and Cu-exposed oocytes. Data of **(B,C,E,G)** were expressed as the mean percentage of at least three independent experiments (mean ± SEM). **P < 0.01, ***P < 0.001.

High levels of oxidative stress often cause DNA damage and early apoptosis (Ratan et al., 1994; Ozben, 2007). Next, we chose γ-H2A.X staining and Annexin-V staining to verify the DNA damage and early apoptosis in the Cu-exposed oocytes and the controls. The immunofluorescence results showed that the γ-H2A.X signals and Annexin-V signals was remarkably higher in the Cu-exposed oocytes than that of the control groups (Figures 6D,F), and the fluorescence intensity analysis also confirmed the result above (20.6 ± 1.2, *n* = 22, control vs. 46.1 ± 2.4, *n* = 19, Cu, *P* < 0.0001; Figure 6E; 11.9 ± 1.9, *n* = 19, control vs. 30.9 ± 2.1, *n* = 18, Cu, *P* < 0.0001; Figure 6G).

## Discussion

It has been previously found that Cu promoted the growth rate of pigs (Cromwell et al., 1989), and a high Cu diet is widely used in pig production. However, excessive dietary Cu can seriously affect the growth of livestock and lead to serious environmental problems through excretion in feces (Sutton and Richert, 2004). At present, there has been limited research of Cu actions in reproduction. Some studies showed that trace amounts of Cu (0, 2, 4, and 6 μg/mL) during the *in vitro* maturation of bovine oocytes can improve the content of glutathione and DNA integrity in cumulus cells, and reported that the optimal development of embryos to the blastocyst stage depends on the addition of Cu during the *in vitro* maturation (Picco et al., 2012). In addition, previous reports showed that dietary Cu supplementation enhanced the *in vitro* fertilization ability of frozen semen from goats. The zona pellucida binding and embryo cleavage rates for the *in vitro* fertilization with goat sperm were significantly higher in the Cu-treated groups than in the control groups, and there was a dose-dependent response (Hackbart et al., 2010). Choi et al. (2021) treated porcine oocytes with 2.8 μg/ml copper and found that Cu supplementation at appropriate concentrations in the IVM medium improved porcine oocyte maturation and the subsequent embryonic potential. They showed that the mRNA levels of Has-2, a cumulus cell expansion-related gene, were higher in all the Cu-treated groups than that in the control group. In the 0.7 μg/ml Cu group, the mRNA expression levels of PCNA, ZAR1, and NPM2, which are related to developmental competence, were significantly higher than those in the control group. Moreover, increased levels of SOD1 transcript, correlated with the antioxidative response, were observed in the 0.7 and 1.4 μg/ml Cu groups. However, the effects of Cu, in particular excessive Cu levels, on the reproductive performance of boars and sows have not been studied.

Two key indicators of normal maturation of porcine oocyte are polar body extrusion and cumulus cells expansion. We have shown that increasing the Cu sulfate concentration (15, 25, 50, and 100 μg/mL) during the *in vitro* culture of porcine oocytes led to the abnormal expansion of cumulus cells and a decreased oocyte maturation rate. Since the breakdown of cytoskeletal assembly usually results in cell division defects in both meiotic and mitotic cells (Azoury et al., 2008; Heng and Koh, 2010), we investigated the negative effects of Cu exposure on the oocyte meiotic progression by studying cytoskeleton dynamics. Our data showed that Cu exposure disrupted spindle organization by impairing the microtubules stability, and with the chromosomal misalignment. In addition, Cu exposure destroyed the integrity of actin and cortical granules, both essential components for cytoskeletal and cytoplasmic maturation. Thus, these findings demonstrated that a disrupted oocyte maturation induced by Cu exposure was attributable to a deficiency in the cytoskeleton dynamics. Mature porcine oocytes treated with Cu exhibited a significantly decreased fertilization rate compared with the controls, showing that a high concentration of Cu reduced the quality and the fertilization ability of oocytes. Fertilization is a complicated event that requires energy supply. High concentrations of copper impair the function of the mitochondria, which provide energy to cells and maintain a redox balance. The accumulation of ROS is one of the reasons for the abnormal transport of cytoskeleton and cortical granules (Miao et al., 2018a, b). Cortical granules are involved in the cortical reaction during the process of fertilization, and inhibit the occurrence of polyspermy. Further studies of embryo development showed that 25 μg/mL of copper treatment also significantly reduced embryo development ability after IVF. We speculate that the decrease of oocyte quality is the direct cause of an abnormal embryo development. To validate this, we further verified that the blastocyst rate of oocytes treated with a high concentration of copper was significantly lower than that of the control group by parthenogenetic activation. However parthenogenetic activation did not affect the activation rate of porcine oocytes, indicating that a high concentration of copper did not affect the signal pathway or calcium ion channels during the electrical activation of oocytes (Cheng et al., 2007; Saadeldin et al., 2018).

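In the RNA-seq libraries of Cu-exposed and control oocytes, the integrin subunit gene ITGB5 (identifier 100134977) had 0.80 and 2.20 FPKM in Control 1 and 2 and 21.7 and 7.08 FPKM in Cu 1 and 3. Its log2 fold change was 2.5 (standard error 0.60), and it ranged from 1.75 to 3.24 with each library left out in turn. GNG12 (identifier 100270820), a G protein gamma subunit, had 24.5 and 40.0 FPKM in Control 1 and 2 and 14.1 and 9.47 FPKM in Cu 1 and 3, a log2 fold change of -1.36 (standard error 0.40). PIP4K2B (identifier 100623031), a phosphatidylinositol phosphate kinase, was weakly expressed, with 0.09 and 0.33 FPKM in Control 1 and 2 and 3.72 and 1.02 FPKM in Cu 1 and 3. Its log2 fold change was 1.36 (standard error 0.48), and the added 1 before the log makes it smaller than the ratio of the FPKM. Over all tested genes, none of the 3 passed an adjusted p of 0.05 in limma's test, with 0.631 for ITGB5, 0.641 for GNG12 and 0.656 for PIP4K2B. Adjusted only over the 13 genes that the paper names, ITGB5 had 0.027, GNG12 0.039 and PIP4K2B 0.064. In total 5 of the 13 had an adjusted p of 0.05 or less over that list, which was partly chosen by the paper from the same experiment. In both libraries labelled Cu, ITGB5 and PIP4K2B were higher and GNG12 was lower than in both Control libraries. The authors' means of GNG12 were 24.3 for Control, below both of these Control libraries, and 12.5 for Cu. Their log2 ratio, with 1 added, was -0.90 for GNG12, 2.91 for ITGB5 and 1.16 for PIP4K2B. The separation of GNG12 may therefore not hold in every set of oocytes.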

The data of single-cell transcriptome analysis showed that genes related to cytoskeleton, such as ITGB5, GNG12, and PIP4K2B, were affected by copper treatment. Normal oocyte cytoplasmic maturation are indicated by the migration of cortical granules from the center region to the subcortical region following their synthesis from the Golgi apparatus (Ahmed et al., 2017), and this translocation is mediated by the actin filaments. Therefore, copper treatment might affect the cytoskeleton dynamics and cytoplasmic transport, resulting in the defective distribution of cortical granules to the subcortical area of oocytes. In addition, the single-cell transcriptome data further showed that genes in the oxidative phosphorylation pathway and mitochondrial organization-related processes were significantly downregulated in the Cu-exposed oocytes, suggesting that the mitochondria were the downstream effector of Cu actions. 

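For the 60 tested genes of oxidative phosphorylation, the median log2(FPKM + 1) was 5.84 in Control 1, 5.72 in Control 2, 8.05 in Cu 1 and 6.63 in Cu 3. The direction in the libraries labelled Cu was therefore upward in both, and the distance between the Cu libraries was larger than that between the Control libraries. Both Cu libraries were above both Control libraries in 44 of the 60 genes, and below them in 0. With each library left out in turn the list median stayed between 0.72, without Cu 1, and 1.41, without Cu 3. When the libraries were divided into pairs in the other ways, the list median was -0.65 for Control 2 and Cu 3 against Control 1 and Cu 1, and 0.23 for Control 2 and Cu 1 against Control 1 and Cu 3. As given with the pathway data, the list did not pass 0.05 once the inter-gene correlation was estimated from these libraries. Genes of mitochondrial organization were not listed or analysed here.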

In agreement with the role of mitochondria, we found that Cu exposure impaired the normal mitochondrial distribution pattern, as well as mitochondrial function, including the membrane potential and ATP production capacity (Grootegoed et al., 1984; Cai et al., 2015; Zhang et al., 2019; Miao et al., 2020). Mitochondria play a primary role in oocytes and are an important source of the generation of ATP for cell development (Dumollard et al., 2007; Niu et al., 2019), and the mitochondrial distribution pattern is considered a critical indicator for evaluating oocyte cytoplasmic maturation. Our findings indicated that Cu exposure impaired cytoplasmic maturation of oocytes by disrupting the mitochondrial distribution and function. As a result, increased ROS levels induced the DNA damage and apoptosis accumulation in the Cu-exposed oocytes.

## Conclusion

All in all, we provide a substantial record of evidence that Cu exposure results in mitochondrial dysfunction and redox perturbation in porcine oocytes, thereby generating ROS accumulation-induced apoptosis, which is a main cause for a deteriorated oocyte quality.

## Data Availability Statement

The data presented in the study are deposited in the (https://www.ncbi.nlm.nih.gov/) repository, accession number (GSE168867).

## Ethics Statement

The animal study was reviewed and approved by the Animal Care and Use Committee of Nanjing Agricultural University.

## Author Contributions

QG and YM designed the research. JC, ZC, YQ, XZ, FC, and HW performed the experiments. QG, YM, and BX analyzed the data. JC, QG, and YM wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Exposure to Copper Compromises the Maturational Competency of Porcine Oocytes by Impairing Mitochondrial Function
**Source:** Front Cell Dev Biol. 2021 Jun 4;9:678665. doi: 10.3389/fcell.2021.678665
**Supplement:** Supplementary file 1

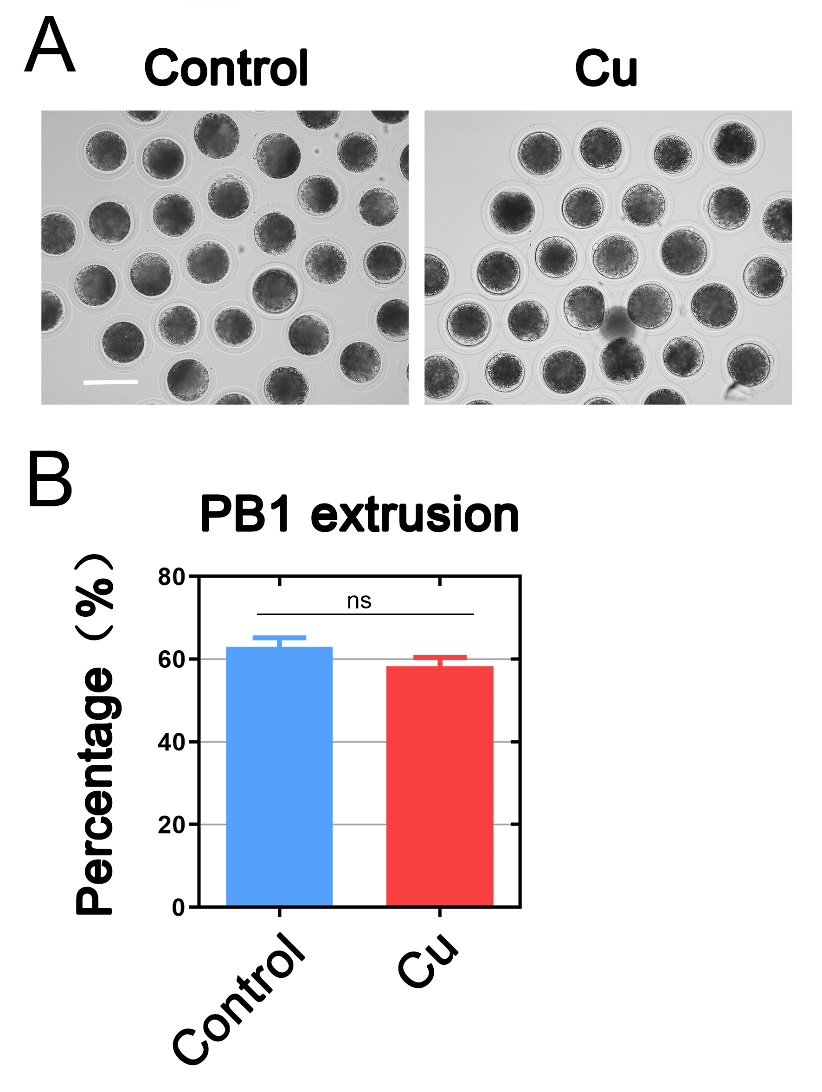

**Figure S1.** Effect of short incubation of Cu on the porcine oocyte meiotic maturation. (A) Representative images of oocyte meiotic progression in control and short-term Cu exposure oocytes. Polar body extrusion of DOs (denuded oocytes) were imaged by the confocal microscope. Scale bar, 150 μm. (B) The rate of PBE was recorded in control and short-term Cu exposure groups (25 μg/ml Cu for 1 h) after culture for 44 h in vitro. Data in B was presented as the mean percentage of at least three independent experiments (mean ± SEM). ns: no significance.

How the deposited data were processed for this re-analysis (not part of the article)

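Single-cell transcriptome libraries of porcine oocytes matured in vitro for 44 h were analysed, 2 from oocytes without added Cu (Control replicates 1 and 2) and 2 from oocytes exposed to 25 μg/mL Cu (Cu replicates 1 and 3). Each library was made from 3 oocytes by Smart-seq2 amplification. The methods describe 3 sets per group; per-library values of the third set of each group were not analysed here. Group and replicate were taken from the sample labels, and dose, culture time and the number of oocytes from the paper.

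The authors filtered the reads with SOAPnuke, mapped them to the genome with HISAT2 and to the coding gene set with Bowtie2, and calculated expression with RSEM. The values they deposited are FPKM, rounded to 2 decimals, in a table of 30684 rows, of which 16050 hold values. Those rows are all of type mRNA. The table also holds the authors' mean FPKM of each group, whose decimals are those of a mean over 3 libraries for all 16050 genes and which was used only as the authors' mean, without SD or number of replicates. The test had been planned for counts, with a test on log2 values as the fallback for normalized values. Since the deposited unit was FPKM, the fallback was used, and no count-based test was run. The smallest value above 0 was 0.01 in every library, which is the rounding limit, and RSEM gives fractional counts, so steps of whole reads were not recovered and the depth of each library is unknown. No interval or detection floor that needs the depth is given. How precisely weakly expressed genes were measured is therefore not known. A value of 0 is reported only as listed at 0.

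From the FPKM, log2(FPKM + 1) was computed for the 8541 genes with 1 FPKM or more in at least 2 libraries. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a variance trend), with Benjamini-Hochberg adjustment over the tested genes. Genes were counted at an adjusted p of 0.05, the limit named in the paper's methods, and at an unadjusted p of 0.05 with a log2 fold change of 1.5 in either direction, the limits drawn in Fig. 4B. All fold changes are on the log2(FPKM + 1) scale, which makes the changes of weakly expressed genes smaller. Gene lists for oxidative phosphorylation, ribosomal proteins, the actin cytoskeleton, antioxidant genes, copper handling, heat shock proteins and p53 targets were written by hand from gene symbols and tested with camera of limma at an inter-gene correlation of 0.01, two-sided, with adjustment over the 7 lists. Enrichment used a one-sided Fisher's exact test against the tested genes. The lists were also set against 10000 random lists of the same size, matched on mean expression in 20 bins.

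The fitting function was tested on simulated data for the 8541 genes with 200 of them changed. At a log2 change of 2 it recovered 130 of the 200 at an adjusted p of 0.05 with 7 false calls, and at a log2 change of 4 it recovered 194 with 5 false calls. In the simulated data camera gave an adjusted p of 1.6e-42 for a shifted list of 60 genes and 0.713 for a list of 60 genes without a shift. The genes of these simulations were independent of each other. Here and in the simulation that follows, noise was drawn from limma's moderated SD, which varies less between genes than the unmoderated SD. The numbers recovered may therefore overstate what the test finds in the real libraries. There UQCRB, with a log2 fold change of 2.74, had an adjusted p of 0.631 in limma's test. In a further simulation, added after the results were seen, 100 lists of 60 genes were drawn for each case. With independent members, the estimated inter-gene correlation gave a p of 0.05 or less in 100 of 100 lists with a log2 shift of 1 and in 0 of 100 without a shift, and the fixed correlation in 100 and 3. With members that shared an effect of the library with an SD of 0.5, the estimated correlation did so in 26 of 100 lists with the shift and 5 of 100 without, and the fixed correlation in 97 and 75.

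The genes named in the text are the 13 that the paper names for its own oocytes. To these were added, as no gene passed an adjusted p of 0.05, the 3 genes in each direction with the smallest p among those past an unadjusted p of 0.05 and a log2 fold change of 1.5 with both Cu libraries on the same side of both Control libraries. Genes named outside this rule are marked as chosen after their values were seen. Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a log2 fold change limit of 1 or an added limit of 1.5, another background for the enrichment, an estimated inter-gene correlation and leaving out each library in turn. Scaling and normalization of the FPKM, a filter on every library, a fit without the variance trend and the authors' means were added after the data had been seen. The gene lists were also written before the data were examined, apart from the lists of short and long mRNAs.

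The paper does not name the genome build, so no coordinates are given and gene names are those of the table, with the table's numeric gene identifiers. All 16050 identifiers matched the RefSeq gene table of Sscrofa11.1, which was used only for that comparison. Because the FPKM of the 4 genes of Fig. 4C go in the opposite direction to the one the paper gives, the groups are called the libraries labelled Cu and Control wherever a direction is drawn from them. Quantitative real-time PCR and imaging were not analysed here. Tables were handled with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.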

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

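Leaving out each library and the estimated inter-gene correlation had been set beforehand as alternative settings, but among these tests their use to weigh an explanation was chosen only after the results were seen.

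Heat shock genes, which the paper does not discuss, were higher in the libraries labelled Cu. The 14 tested genes had a median log2 fold change of 0.60, or 0.44 above the median of all tested genes (0.16), with 12 of 14 higher and 8 with both Cu libraries above both Control libraries. The adjusted p of camera was 0.0090, and over all 10 settings of the list test it ranged from 0.0019 to 0.455. The median was above 99.6% of 10000 random lists matched on mean expression, so expression level alone does not account for it. Without Cu 1 the median was 0.36, still over 50% of its value, and without Cu 3 it was 0.86. Once the inter-gene correlation was estimated from the 4 libraries, the adjusted p was 0.455. That does not decide whether the members move together from library to library. In simulated lists of 60 genes with such a shared effect, only 26 of 100 true log2 shifts of 1 passed this test. The test at the fixed correlation also called 75 of 100 such lists without a shift. Lists of 14 genes and smaller shifts were not simulated. Of the 3 ways to divide the libraries into pairs, 1 gave a median as far from 0, the actual one, and 3 splits are too few to show more. The pattern cannot be told apart from variation between individual sets of oocytes. A response to Cu is therefore only a hypothesis.

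Genes of copper handling were also higher. The 12 tested genes had a median log2 fold change of 0.50, or 0.34 above all tested genes, with 11 of 12 higher but only 4 with both Cu libraries above both Control libraries. The adjusted p of camera was 0.041, and it ranged from 0.019 to 0.399 over the 10 settings, with 0.061 for a pseudocount of 0.1 and 0.077 without the filter. The median was above 97.3% of random lists matched on mean expression, which is short of the limit set for this test, so random lists of this size and expression level reach it. The middle of those random lists was 0.16, as for all tested genes, so only their spread reaches the value. The median was 0.41 without Cu 1, 1.02 without Cu 3 and 0.24 after quantile normalization. In the last case it was 0.29 above all tested genes. The adjusted p of camera was 0.399 with the estimated inter-gene correlation. Again 1 of the 3 splits, the actual one, gave a median as far from 0. A random draw of genes of this expression level remains as an explanation, and members moving together could not be excluded, with the same limit of the test. Depth was not tested for either list, since the number of reads is unknown.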

How the results depend on the processing

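No gene passed an adjusted p of 0.05 in any of the 9 fits, with the smallest adjusted p between 0.520 and 0.818 and between 514 and 826 genes at an unadjusted p of 0.05; nor did any with an added log2 fold change limit of 1.5. Quantile normalization, upper-quartile, median-of-ratios and total scaling, a filter on every library, a fit without the variance trend and the authors' means were chosen after seeing the data.

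The number of genes past an unadjusted p of 0.05 and a log2 fold change of 1.5 depended on the setting. With a pseudocount of 0.1 there were 246 higher and 24 lower, against 150 and 10. With a log2 fold change limit of 1 there were 375 higher and 55 lower, a share of 87.2% higher, and at that limit the share depended on the scaling: it was 67.2% after quantile normalization (276 higher and 135 lower), 71.2% after upper-quartile scaling (297 and 120) and 72.5% after median-of-ratios scaling (311 and 118). The lower genes numbered 20 after quantile normalization, upper-quartile scaling or median-of-ratios scaling, and 18 after scaling each library to the same total. At the limit of 1.5 the share of higher genes was 93.8%, and between 84.0% and 94.4% in the other fits. Of the 160 genes, 160 were shared with the fit at a pseudocount of 0.1 and 112 with the fits after upper-quartile or median-of-ratios scaling. The median log2 fold change of all tested genes was 0.16, and after upper-quartile scaling 0.014, after quantile normalization -0.049.

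At an adjusted p of 0.05 no gene of any list could be counted. Among the 160 genes at the unadjusted limits there were 15 of oxidative phosphorylation and 25 ribosomal proteins, which passed the exact test. A background of all genes above 0 cannot change a count of 0.

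The medians of oxidative phosphorylation and ribosomal proteins were higher in the libraries labelled Cu in all 10 settings, from 0.86 to 1.15 and from 1.17 to 1.42. Their distance from the median of all tested genes was 0.89 and 1.21, and 0.91 and 1.22 after quantile normalization. The medians of 1.06 and 1.38 no longer passed the test when the inter-gene correlation was estimated from the data, with an adjusted p of 0.399 for both, while the other settings gave adjusted p down to 2.1e-18 and 5.9e-33. With each library left out in turn, the medians ranged from 0.72 to 1.41 and from 0.69 to 2.03. The antioxidant median ranged from 0.093 to 0.50 in these fits, and the actin cytoskeleton median from -0.12 to 0.23. The actin cytoskeleton median also reversed to -0.086 after quantile normalization; it is 0.0040 above the median of all tested genes, so its sign follows the scaling. Neither list passed an adjusted p of 0.05 in any setting, with 0.292 to 0.775 for the actin cytoskeleton and 0.570 to 0.779 for antioxidant genes. Pearson's correlation across genes was on average 0.0087 higher within groups than between groups, and without the filter the correlation of the Cu libraries was 0.954, still below those of Cu 3 with Control 1 and 2 (0.977 and 0.980).

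ATP5PF, NDUFB3, NDUFAB1, NDUFA13, ITGB5, GNG12 and PIP4K2B and the 6 genes with the smallest p kept their direction in each setting they were fitted in. In each of these genes the Cu libraries are separated from the Control libraries, so leaving out a library cannot change the direction. NDUFB3, ITGB5 and PIP4K2B have a library under 1 FPKM and were not in the fit with a filter on every library. From the authors' means the 6 genes with the smallest p changed less, by 1.66 for UQCRB, 1.95 for SIAH1, 0.77 for TMSB10, -1.17 for CAVIN4, -0.85 for CYP3A46 and -0.55 for GZMA. Other genes reversed. GPX4 was -0.11 after quantile normalization, -0.0030 after upper-quartile scaling, -0.0033 after median-of-ratios scaling and -0.23 from the authors' means, and ranged from -0.16 to 0.39 with each library left out. GAPDH was -0.071, -0.023 and -0.023 in the same 3 scalings and ranged from -0.88 to 1.18. In these scalings both genes moved with the median of all tested genes, which fell from 0.16 to -0.049, 0.014 and 0.015. GSR ranged from -0.63 to 0.0045. From the authors' means, SOD1 was -0.00069 and GPX1, at -0.44 in the libraries, was 0.48. Apart from the scalings the cause was not tested. The pseudocount of 0.1 raised PIP4K2B from 1.36 to 2.86 and ITGB5 from 2.5 to 3.12. Of the settings of single genes that did not reverse, 28 without a test moved the value by more than its spread, and the other 202 either stayed within it or, where there was a test, kept their direction and their side of the threshold whatever the size of the change.

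No paired analysis was possible because the groups share only replicate number 1. The planned count-based alternatives (DESeq2, edgeR's other tests and normalizations, voom and filters on counts) were not run, since the values are FPKM. Leaving out the mitochondrially encoded genes was not run, as none is listed with values, and calls without a library were not made, as a group would have 1 library. The depth is unknown, and what it limits for weakly expressed genes such as PIP4K2B and GPX4 cannot be given.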

Differences from the paper's values

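The paper counts 44 upregulated and 13 downregulated genes at a Q value limit of 0.05. Here 0 and 0 genes passed an adjusted p of 0.05, with 599 genes at an unadjusted p of 0.05, and none of the alternatives set before the data were examined closed the gap. At the limits drawn in Fig. 4B, an unadjusted p of 0.05 and a log2 fold change of 1.5, 150 genes were higher, against the paper's 44, and 10 were lower, against the paper's 13, which is within 1.5 times. None of the alternatives set before the data were examined gave a number of higher genes within 1.5 times of the paper's, with 246 for a pseudocount of 0.1, 113 without the filter and 375 for a log2 fold change limit of 1. For the lower genes, the pseudocount of 0.1 gave 24, no filter gave 8 and a log2 fold change limit of 1 gave 55, all further off. Of the settings chosen after seeing the data, quantile normalization, upper-quartile and median-of-ratios scaling each gave 20 lower genes and a filter on every library gave 7, outside 1.5 times of the paper's 13. Scaling each library to the same total, chosen after seeing the data, gave 18 lower genes, and the fit without the variance trend, also chosen after seeing the data, gave 10, both within 1.5 times of the paper's 13.

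The paper's log2 fold changes in Fig. 4C, read by eye, are about -1.9 for ATP5PF, about -3.2 for NDUFB3, about -3.9 for NDUFAB1 and about -2.6 for NDUFA13. Here they were 2.26, 3.86, 4.00 and 2.25, of the opposite sign. None of the alternatives set before the data were examined gave a negative value for any of the 4 genes. From the authors' mean FPKM, an alternative chosen after seeing the data, the values were 2.01, 3.24, 4.05 and 2.68, also positive, and in size at most 0.15 from those of the figure, or at most 0.34 without the added 1.

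The paper describes the genes of oxidative phosphorylation as downregulated in the Cu-exposed oocytes. Here 58 of 60 tested genes of that list were higher in the libraries labelled Cu, with a median log2 fold change of 1.06. The paper reports regulation of the actin cytoskeleton among the enriched pathways, and here 1 of 92 tested genes of a hand-written list was among the 160 genes past the unadjusted limits. The paper names ITGB5, GNG12 and PIP4K2B as affected; here all 3 had an unadjusted p under 0.05 (0.0061, 0.015 and 0.030), and none passed the adjustment over all tested genes (0.631 to 0.656). Adjusted over the 13 named genes alone, a list partly chosen by the paper from the same experiment, ITGB5 and GNG12 passed.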

Other observations

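Of the tests in this part, those on short mRNAs, on exchanged labels, on the sign of Fig. 4C and on the splits of the libraries were chosen only after the results were seen, as was the use of the estimated inter-gene correlation, a setting planned beforehand, to weigh an explanation.

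Oxidative phosphorylation and ribosomal protein genes were higher in the libraries labelled Cu, with medians of 1.06 and 1.38. The oxidative phosphorylation median was above 100% of 10000 random lists matched on mean expression, so expression level does not account for it. A general shift of the scale does not account for it either, since the median was 0.86 after quantile normalization. It was 0.72 at the lowest with either Cu library left out, while the ribosomal protein median fell to 0.69 without Cu 1, just under 50% of its value. RNA of cumulus cells could not be tested, since the median log2 fold change of 0.011 over 14 cumulus markers rests on markers near 0 FPKM. Only 3 of the 14 reached 1 FPKM in at least 2 libraries, and their median was 0.86. Of these 3, singled out after their values were seen, SERPINE2 had 1.59 and 2.93 FPKM in Control 1 and 2 and 14.2 and 12.7 FPKM in Cu 1 and 3, GREM1 had 0.90 and 1.78 FPKM and then 5.05 and 1.86 FPKM, and VCAN had 0.92 and 1.43 FPKM and then 1.32 and 0.49 FPKM. A hand-written list of 72 short mRNAs of other processes rose by 0.60, over 50% of the oxidative phosphorylation median, whereas 55 long mRNAs had a median of -0.017. Relative to the median of all tested genes the short mRNAs rose by 0.43 against 0.89, just under 50%, and by 0.46 against 0.91 after quantile normalization, just over 50%. A difference in the recovery of short transcripts between libraries is thus a candidate explanation for at least part of the pattern. Whether it could account for the whole size is open, since the transcript lengths of the lists were not compared. With the estimated inter-gene correlation the adjusted p for oxidative phosphorylation was 0.399, which leaves open whether these genes vary together between sets of oocytes. In simulated lists with such a shared effect, 26 of 100 true shifts passed that test, and the fixed correlation called 75 of 100 lists without a shift. Of the 3 splits of the libraries, 1, the actual one, gave a median as far from 0, which 3 splits cannot take below a share of 0.333. The pattern cannot be told apart from these explanations, and an effect of Cu on it is only a hypothesis. Depth was not tested.

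More genes reached 1 FPKM in Cu 1 than in the other libraries, 9364 against 7923 to 8162. A greater depth could not be tested, as the lowest value above 0 is 0.01 in each library, the rounding limit. The median log2 ratio of the cumulus markers in Cu 1 against the other libraries was 0.019, which again rests on markers near 0 FPKM. Of the 3 expressed markers, GREM1 was highest in Cu 1, SERPINE2 was high in both Cu libraries, and VCAN was not highest in Cu 1. RNA of cumulus cells is therefore neither shown nor excluded.

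For the 4 genes of Fig. 4C, an exchange of the group labels would turn their direction into that of the figure. With the groups exchanged, however, only 6.25% of the 160 genes past the unadjusted limits would be higher in Cu, whereas 77.2% of the paper's differentially expressed genes are upregulated, so the exchange does not account for both. The log2 ratios of the authors' means have the opposite sign to Fig. 4C for all 4 genes and differ from it in size by at most 0.15 with 1 added to the means and by at most 0.34 without. A reversed sign in Fig. 4C is a candidate explanation for that panel. It would not account for the lower expression that the paper reports by real-time PCR in Fig. 4D, which was not analysed here, or for the direction given in its discussion. For the 160 genes, 1 of the 3 splits of the libraries, the actual one, gave as many, and the number cannot be told apart from chance division of the libraries. No biological explanation was tested for these patterns.

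The antioxidant genes that the paper measured by real-time PCR (Fig. 6C) did not pass an unadjusted p of 0.05 in the RNA-seq libraries. The log2 fold changes were -0.31 for GSR, 0.26 for SOD1, 0.20 for SOD2, -0.44 for GPX1 and 0.11 for GPX4, with adjusted p between 0.796 and 0.954 in limma's test, where no gene at all was under 0.631. GPX1 had both Cu libraries (22.2 and 15.4 FPKM) below both Control libraries (23.2 and 27.9 FPKM). The reference gene of the PCR, GAPDH, had 9.18 and 6.08 FPKM in Control 1 and 2 and 18.2 and 3.6 FPKM in Cu 1 and 3, so the Cu libraries lay on either side of the Control libraries.

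Several genes were looked up after their values were seen. MT1A, a metallothionein, which binds copper, had 5.97 and 7.00 FPKM in Control 1 and 2 and 3.31 and 4.44 FPKM in Cu 1 and 3, a log2 fold change of -0.62 (adjusted p = 0.75 in limma's test), and it stayed between -0.90 and -0.62 in the 9 fits. MT3, another metallothionein, went the other way, with 8.10 and 1.91 FPKM in Control 1 and 2 and 19.6 and 9.87 FPKM in Cu 1 and 3, a log2 fold change of 1.54 (adjusted p = 0.708 in limma's test). COX17, a copper chaperone of complex IV, had 65.5 and 112 FPKM in Control 1 and 2. In Cu 1 and 3 it had 742 and 259 FPKM, a log2 fold change of 2.34 (adjusted p = 0.631 in limma's test). Its authors' means were 180 for Control, above both of these Control libraries, and 431 for Cu. AHSP was listed at 0 in both Control libraries and had 1.88 and 1.80 FPKM in Cu 1 and 3, with an authors' mean of 0.45 for Control. LOC100621465 and LOC110258718 hold the same values in all 4 libraries, 1.60 and 4.43 FPKM in Control 1 and 2 and 0 in Cu 1 and 3, with an authors' mean of 1.23 for Cu, so reads may have been divided between copies of the same sequence, which was not tested.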
